A study of Homo sapiens with 16 samples.

How the data were processed

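Bulk short-read RNA sequencing was measured in 16 libraries of 7 groups. Of these, 10 came from the human embryonic stem cell line H1, as undifferentiated cells (hPSC, n = 3) and as cells taken through endoderm (n = 3), mesoderm (n = 2) or ectoderm (n = 2) differentiation. The other 6 came from hESF, a human embryonic skin fibroblast line, left untreated or kept for 5 days in the endoderm or the mesoderm medium (n = 2 each). Groups and replicate numbers were taken from the labels.

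The authors deposited estimated read counts per transcript (expected counts, not normalized), for all H1 libraries together on a combined transcript assembly, for each H1 cell type on its own assembly, and for the hESF libraries. The H1 counts are whole numbers, but between 45 and 346 transcripts per library had 0 counts and a value above 0 in the companion table, so estimates had been rounded by the authors. The hESF counts have decimals and were rounded to whole numbers here, per transcript for the transcript fits and after summing for the gene fits. The authors also deposited length-scaled abundances summing to 1000000 per library (TPM). The H1 tables of this kind are named as CPM, but the ratio of count to value rose with reference transcript length (Spearman 0.902 to 0.923) and each column summed to that total, so they were treated as TPM. The combined H1 TPM table holds 8 libraries, without replicate 3 of hPSC and endoderm. The hESF TPM file holds the TPM table, the count table and the TPM table again, and only the first was used. The quantification tool, the genome build and the annotation release are not stated in the labels or the file headers, so no genomic coordinates are given. The labels describe the hESF libraries as quantified in the way of the H1 libraries. They give the RNA isolation reagent, the library kit and the sequencing platform, and no sequencing date.

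The combined assembly holds 93577 transcripts. Of these, 61731 (66.0%) have no reference transcript identifier and 1659 have no gene. The hESF table holds 81452 transcripts, of which 79754 have a row in the combined H1 table. The 1698 others have no gene name in these files and carried 0.637% to 2.16% of the hESF counts. Gene counts are sums over the transcripts of 1 gene symbol. They leave out transcripts without a gene, which in the H1 groups held from 0.251% ± 0.0112 (mesoderm, SD, n = 2) to 1.13% ± 0.0225 (hPSC, SD, n = 3) of the counts. Transcript identifiers in these files do not mark transposable elements, so the planned set test of transposable-element transcripts was not run. Reads of genes with near-identical copies elsewhere, among them POU5F1, NANOG, TDGF1, LEFTY1, HMGA1 and the genes of endogenous retroviruses, may have been assigned with an error that the tables do not show.

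In units of 1000000 counts (M), library totals ranged from 7.74 to 10.5 M in ectoderm and mesoderm, from 35.3 to 43.6 M in hPSC and endoderm, and from 16.7 to 22.5 M in hESF. Values per library are counts per 1000000 (CPM) of the TMM-scaled total of the counts that passed the filter, given as mean ± SD. A group with no counts was set at a floor of 3 counts. Floors cover counting error only.

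Differences were tested with the edgeR 4.0.16 quasi-likelihood test (glmQLFit and glmQLFTest) on transcript counts, with TMM factors and the default filterByExpr filter by group (smallest count 10, smallest total count 15). The H1 libraries shared 1 fit and the hESF libraries another. All tests of this kind were two-sided, and p-values were adjusted by Benjamini-Hochberg (BH) over all features kept. A feature was called at an adjusted p under 0.05. The SE of a log2 change was taken as its size divided by the square root of the F statistic of the test. In a group with almost no counts this value does not measure the uncertainty of the change. The 5 comparisons were endoderm, mesoderm and ectoderm against hPSC, and the endoderm medium and the mesoderm medium against untreated hESF cells. The same fits were run on gene sums. Detection on each cell type's own assembly, planned at 1 CPM, was counted at 1 TPM, since the tables hold TPM. A feature was counted as specific to 1 H1 group when it was called higher in it than in each of the other 3. The difference between an H1 effect and the hESF effect of the same medium was tested as the interaction of cell line and medium on joined counts. Whether features changed in H1 cells moved in hESF cells was tested as a set with camera (limma 3.58.1, preset correlation 0.01). Similarity of libraries was tested as the mean Spearman correlation within groups minus that between groups, by an exact one-sided permutation over all groupings. R was version 4.3.3 and DESeq2 version 1.42.0.

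Fixed lists of genes were tested on gene sums, with p-values adjusted over all genes tested and over the list alone. There were 6 lists written before the data were examined: pluripotency (10 genes), endoderm (10), mesoderm (11), ectoderm (10), fibroblast (10) and genes linked to transposable elements (13). Another 7 lists were written after levels of HAND1, TBXT, KDR and COL1A1 in the mesoderm libraries and the transcript calls had been seen: amnion-like, trophoblast-like, lateral mesoderm, vascular, BMP targets, WNT targets and proliferation. Genes of these lists without a row in the H1 table were MESP1, SOX1, HES5, HAND2, TBX5, CGB5, PECAM1, TAL1, SOX18, ERG, TWIST1 and HAMP. Lists were tested as sets with camera, fry and camera with an estimated correlation. There were 45 list tests, and each kind of test was adjusted by BH over the 45. Camera compares a set with the other features, while fry tests the set alone against no change.

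The named transcripts follow a rule written before the data were examined: in each comparison, the 2 higher and the 2 lower transcripts with the smallest p-value among those called, with a gene symbol, a mean of at least 10 CPM in the higher group and no overlap between the libraries of both groups, 1 per gene. By the same rule without the symbol, transcripts with no gene were named in the mesoderm comparison. This gave 23 named transcripts, of which 1 is not reported here. From the fixed lists, 26 gene and comparison pairs were picked for full statistics after their values had been seen.

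The alternatives tried were RLE, upper-quartile and no scaling factors beyond library size, DESeq2, no filter, a mean of at least 10 counts, fits of only the groups compared, the replicate number as a block, an adjusted p under 0.01, a fold change of at least 2, limma on log2 TPM with a pseudocount of 1 or 0.1, gene sums, and leaving out each library. There were 170 alternatives named before the data were examined and 26 added later. Those added were thinning of the deep libraries to 8.96 M, gene sums for further results, and further replicate blocks. Deviations of hPSC and endoderm libraries from the group mean correlated across genes at 0.251, 0.608 and 0.791 for replicates 1, 2 and 3. Across transcripts these values were 0.253, 0.358 and 0.568. Deviations within a group cancel out, so a shift shared by replicate 3 alone could raise all 3 values. Gene sums of endoderm replicate 1 correlated at 0.9327 with hPSC replicate 1 and 0.9341 with replicate 2. For endoderm replicate 2 these values were 0.9341 and 0.9347. A pairing of replicates 1 and 2 is therefore not shown. A fit of only these groups with the replicate number as a block called 8200 transcripts in endoderm against hPSC. The same fit without the block called 10221. The fit of all H1 libraries called 6522.

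The tests were tested on simulated data with the depths and the spread of these libraries and 200 changed features. At a 4-fold change the edgeR fit on transcripts recovered 8% to 11% of the changed features in the H1 comparisons and 0% in the hESF comparisons. At a 64-fold change it recovered between 32% and 55.5% over the 5 comparisons. On gene sums it recovered 87% to 97.5% at 4-fold, with false calls from 3.47% to 9.6% of the calls. DESeq2 on transcripts recovered 26.5% to 46%, with 79.4% to 87.6% of its calls false, and was kept as an alternative only. With so few changed features, this false share does not carry over to its calls on the real data. Of 20 set tests of random sets, 1 had a p under 0.05 (0.0134, fry).

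For the closing section, 26 tests of explanations were run, and their numeric limits (a share of lower calls of 55%, a remaining correlation of 0.5 of the original, a factor of 1.5 between counts) were set when call counts were already known. The verdicts for the vascular and the lateral mesoderm list were changed from excluded to undecided after their p-values had been seen, since the genes of the first went both ways and endoderm expressed genes of the second. For the same reason as the first, the verdicts for the proliferation list in the hESF endoderm medium and for transcripts with no gene in endoderm were changed to undecided. The verdict on undifferentiated cells as the source of POU5F1 had rested on UTF1 alone. It was restated for the whole source only, on all 8 other pluripotency genes, after their values had been seen. The test of the shared untreated libraries replaced an earlier simulation that had left out their noise. Long-read and single-cell data of the study were not used here.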

Results

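Transcript levels were measured by short-read RNA sequencing in 10 libraries of H1 human embryonic stem cells and 6 libraries of hESF fibroblasts. The H1 libraries were undifferentiated cells (hPSC, n = 3) and cells after differentiation to endoderm (n = 3), mesoderm (n = 2) and ectoderm (n = 2). The hESF libraries were untreated cells, cells in the endoderm medium and cells in the mesoderm medium (n = 2 each). In units of 1000000 counts (M), totals were 35.3, 38.7 and 42.2 M in hPSC replicates 1 to 3 and 39.8, 43.6 and 40.4 M in endoderm. They were 8.94 and 10.5 M in mesoderm, and 8.66 and 7.74 M in ectoderm. In hESF cells they were 18.3 and 19.4 M untreated, 22.5 and 16.7 M in the endoderm medium, and 20.9 and 18.9 M in the mesoderm medium. Depth thus split the H1 libraries into hPSC with endoderm and mesoderm with ectoderm. In the comparisons of mesoderm and ectoderm with hPSC, a sequencing batch and the group therefore cannot be told apart.

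On gene sums, libraries of 1 group resembled each other more than libraries of other groups. Spearman correlations of gene sums were 0.990 to 0.997 within H1 groups and 0.831 to 0.935 between them, and those of transcripts were 0.754 to 0.894 and 0.574 to 0.807. In hESF cells the gene values were 0.987 to 0.994 within groups and 0.938 to 0.973 between them, while the transcript values overlapped, at 0.778 to 0.837 and 0.750 to 0.8004. On transcripts, the mean within-group correlation exceeded the between-group mean by 0.187 in H1 cells, with an exact one-sided permutation p of 0.000159, the smallest that the 6300 groupings can give. In hESF cells it exceeded it by 0.0306, with an exact permutation p of 0.0667, the smallest that the 15 groupings can give. The same p-values came from Pearson correlation, gene sums, a stricter filter and the most variable transcripts, where they could not have been smaller. The differences under these alternatives ranged from 0.111 to 0.83 in H1 cells and from 0.0281 to 0.134 in hESF cells. With 15 groupings the hESF test could not have reached a p under 0.05.

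The first comparisons asked which transcripts differed between undifferentiated H1 cells and each germ layer. In endoderm, 3569 transcripts were called higher and 2953 lower than in hPSC, of 75592 tested (edgeR, adjusted p under 0.05). By factor, an adjusted p under 0.01 moved this count of 6522 most, to 2967, and DESeq2 gave 13043. Leaving out 1 library moved it by more than 1.5 times in 5 fits, to 3698, 3707 and 4285 without endoderm replicates 1, 2 and 3, and to 3841 and 3674 without hPSC replicates 1 and 2. In mesoderm, 7039 transcripts were higher and 12453 lower. In ectoderm, 3989 were higher and 9407 lower. Lower transcripts made up 45.3%, 63.9% and 70.2% of these calls in endoderm, mesoderm and ectoderm. The ectoderm split depended on the scaling, since library size alone gave 6594 higher and 6479 lower transcripts and moved the median log2 change of all transcripts by 0.33. On gene sums, 5252 genes were higher and 4992 lower in endoderm, of 19150 tested. The gene counts were 6357 higher and 6516 lower in mesoderm, and 5486 higher and 5717 lower in ectoderm. With library size alone the ectoderm split of genes was 6513 higher and 4518 lower, at a median log2 change of 0.16 over all genes. Upper-quartile factors gave 4298 higher and 6020 lower genes in endoderm, at a median of -0.11.

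**Figure D1:**
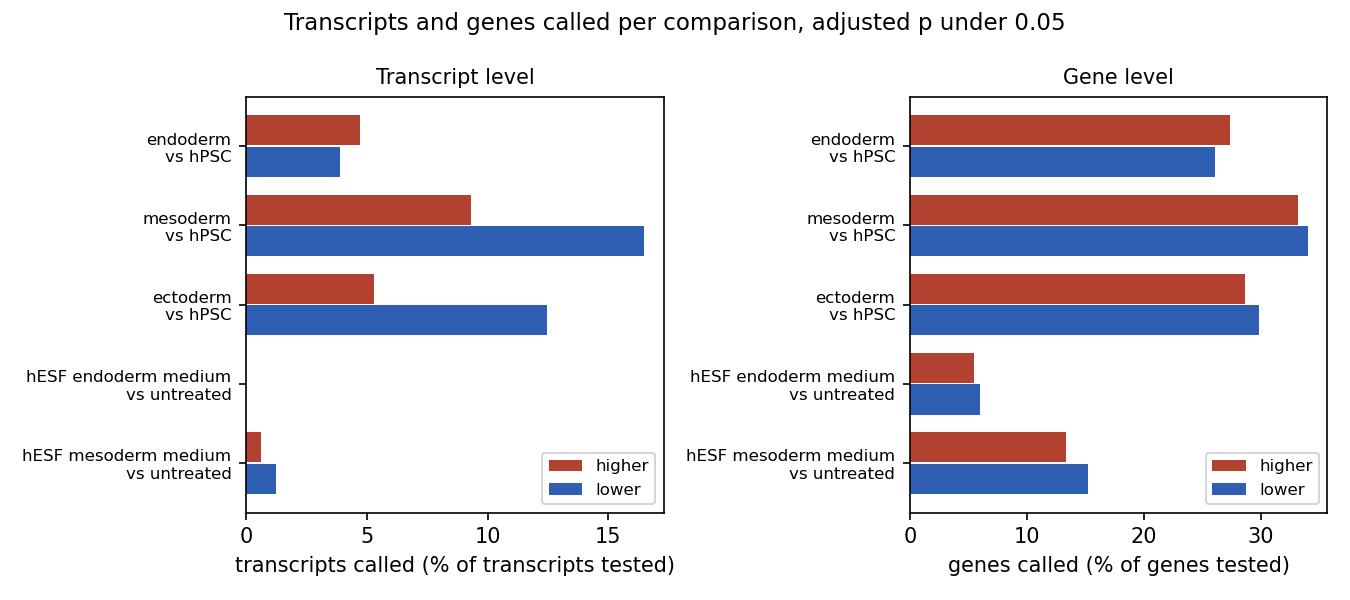
Transcripts (left) and genes (right) called at an edgeR adjusted p under 0.05 in each of the 5 comparisons, as a percent of the features tested, with higher and lower calls as separate bars. At transcript level the hESF endoderm medium comparison had 5 higher and 1 lower of 49284, and the mesoderm against hPSC comparison 7039 higher and 12453 lower of 75592.

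In endoderm the highest-ranked higher transcripts were of BMP2 (hEDT_00058971) and CCKBR (hEDT_00013557). BMP2 was at 168.5 ± 4.74 CPM against 2.50 ± 0.154 in hPSC (SD, n = 3 each), a log2 change of 6.07 ± 0.10 (SE, edgeR adjusted p 4.96e-07). CCKBR was at 335 ± 15.1 CPM against 10.5 ± 0.462, a log2 change of 4.99 (adjusted p 4.96e-07). The lower ones were MFGE8 (hEDT_00029937), at 173 ± 18.5 against 1307 ± 8.53 CPM, and GPC3 (hEDT_00095719), at 19.3 ± 0.928 against 104 ± 8.51 CPM. Their log2 changes were -2.92 and -2.43, with adjusted p-values of 4.07e-06 and 5.15e-06.

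In mesoderm (n = 2, against hPSC with n = 3) the highest-ranked higher transcripts were of IGFBP3 (hEDT_00083429), at 1028 ± 49.7 CPM against 6.91 ± 0.480, and PRSS23 (hEDT_00014173), at 446 ± 6.44 against 6.24 ± 0.355. Their log2 changes were 7.22 and 6.16. The lower ones were SEMA3E (hEDT_00082771), at 0.481 ± 0.0810 against 719 ± 43.9 CPM, and LINC00678 (hEDT_00014626), at 0.579 ± 0.0696 against 189 ± 5.04 CPM. Their log2 changes were -10.52 and -8.34, and all 4 had an edgeR adjusted p of 1.79e-07. Of the transcripts with no gene, hEDT_00067027 was higher, at 28.9 ± 4.31 CPM against 1.40 ± 0.158 (log2 change 4.36, adjusted p 3.09e-05). The transcript hEDT_00018636 was also higher, at 29.7 ± 0.184 against 4.56 ± 0.808 CPM (log2 change 2.71, adjusted p 0.000203). The transcript hEDT_00058276 had 2 counts in both mesoderm libraries together and 1355 ± 185 CPM in hPSC (adjusted p 2.27e-07). The transcript hEDT_00003282 had 0 counts in mesoderm and 588 ± 17.2 CPM in hPSC, at least 4040-fold lower against a floor of 3 counts (adjusted p 6.94e-07).

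In ectoderm (n = 2, against hPSC with n = 3) the highest-ranked higher transcripts were of LIX1 (hEDT_00075278), at 86.5 ± 4.08 CPM against 0.0746 ± 0.0189, and EPHA4 (hEDT_00054498), at 229 ± 3.90 against 6.88 ± 0.00761. Their log2 changes were 10.10 and 5.06, with edgeR adjusted p-values of 8.4e-07 and 1.93e-06. A lower one was KDR (hEDT_00070703), at 3.14 ± 0.174 against 261 ± 15.2 CPM, with a log2 change of -6.38 and an adjusted p of 1.84e-06.

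Transcripts specific to 1 H1 group numbered 1143 in hPSC, 1538 in endoderm, 2188 in mesoderm and 840 in ectoderm. The ectoderm count moved most, to 2076 on gene sums, and library size alone gave 1616. Of these transcripts, 33.1%, 44.3%, 38.6% and 43.5% had no reference transcript, against 60.8% of all transcripts kept. Transcripts with no gene numbered 55, 110, 17 and 12 among them, of 983 kept. On each cell type's own assembly (2 libraries each), 22115 transcripts in hPSC, 20435 in endoderm, 21584 in mesoderm and 22672 in ectoderm had at least 1 TPM in every library. The assemblies differ in their transcripts and so these counts were not compared by a test.

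The marker lists addressed whether the libraries carried the genes their labels name. In endoderm all 10 endoderm-list genes were higher than in hPSC, and all 10 when adjusted over the list alone. SOX17 rose from 0.121 ± 0.209 to 1115 ± 97.3 CPM, a log2 change of 13.11 (edgeR adjusted p 4.83e-09). The size of this change is uncertain at so low an hPSC level. CER1 rose from 0.312 ± 0.115 to 1634 ± 238 CPM (log2 change 12.33, adjusted p 3.86e-10). In ectoderm all 8 tested ectoderm-list genes were higher, and all 8 over the list alone. PAX6 rose from 0.122 ± 0.0106 to 94.8 ± 5.32 CPM (log2 change 9.55, adjusted p 5.66e-11). SIX3 rose to 386 ± 24.7 CPM (log2 change 11.01, adjusted p 1.87e-09). In mesoderm 6 of the 9 tested mesoderm-list genes were higher and 1 lower, with 7 called when adjusted over the list alone. HAND1 stood at 572 ± 0.208 CPM, against 1 count in all hPSC libraries (adjusted p 2e-11). TBX3 rose from 0.438 to 236 ± 23.4 CPM (log2 change 9.07, adjusted p 1.16e-11). TBXT was at 0.316 CPM against 0.398 and did not differ (adjusted p 0.687), and KDR fell by 6.21 on the log2 scale, from 245 ± 9.67 to 3.33 ± 0.661 CPM (adjusted p 2e-11).

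Of the 10 pluripotency genes, 9 were lower in mesoderm, and in ectoderm 8 were lower and 1 higher. In endoderm 7 were lower and 1 higher, and with the replicate block, library size alone or DESeq2 8 were lower. Adjusted over the list alone, 9, 9 and 8 were called. POU5F1 stood at 2601 ± 451 CPM in hPSC, 1552 ± 150 in endoderm, 55.2 ± 1.38 in mesoderm and 53.2 ± 9.38 in ectoderm. Its log2 changes were -0.75, -5.56 and -5.61 (edgeR adjusted p 0.000701, 8.16e-10 and 2.49e-09). NANOG rose from 57.7 ± 3.14 CPM in hPSC to 101 ± 5.30 in endoderm (log2 change 0.80, adjusted p 5.24e-05) and stood at 0.316 ± 0.112 in mesoderm (log2 change -7.46, adjusted p 5.16e-10). Both genes have near-identical copies in the genome, so these sums rest on uncertain read assignment. UTF1 fell in endoderm from 34.0 ± 13.0 to 1.78 ± 0.520 CPM (log2 change -4.25, adjusted p 5.4e-07). SOX2 was higher in ectoderm, at 621 ± 9.55 CPM against 433 ± 44.7 (log2 change 0.52, adjusted p 0.00261). ZFP42 did not differ in mesoderm, at 120 ± 1.26 CPM against 130 ± 13.4 (log2 change -0.12, adjusted p 0.302). Only library size alone called it, and its adjusted p-values ranged from 0.044 to 0.778 over the alternatives. In untreated hESF cells POU5F1 had no counts in either library.

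**Figure D2:**
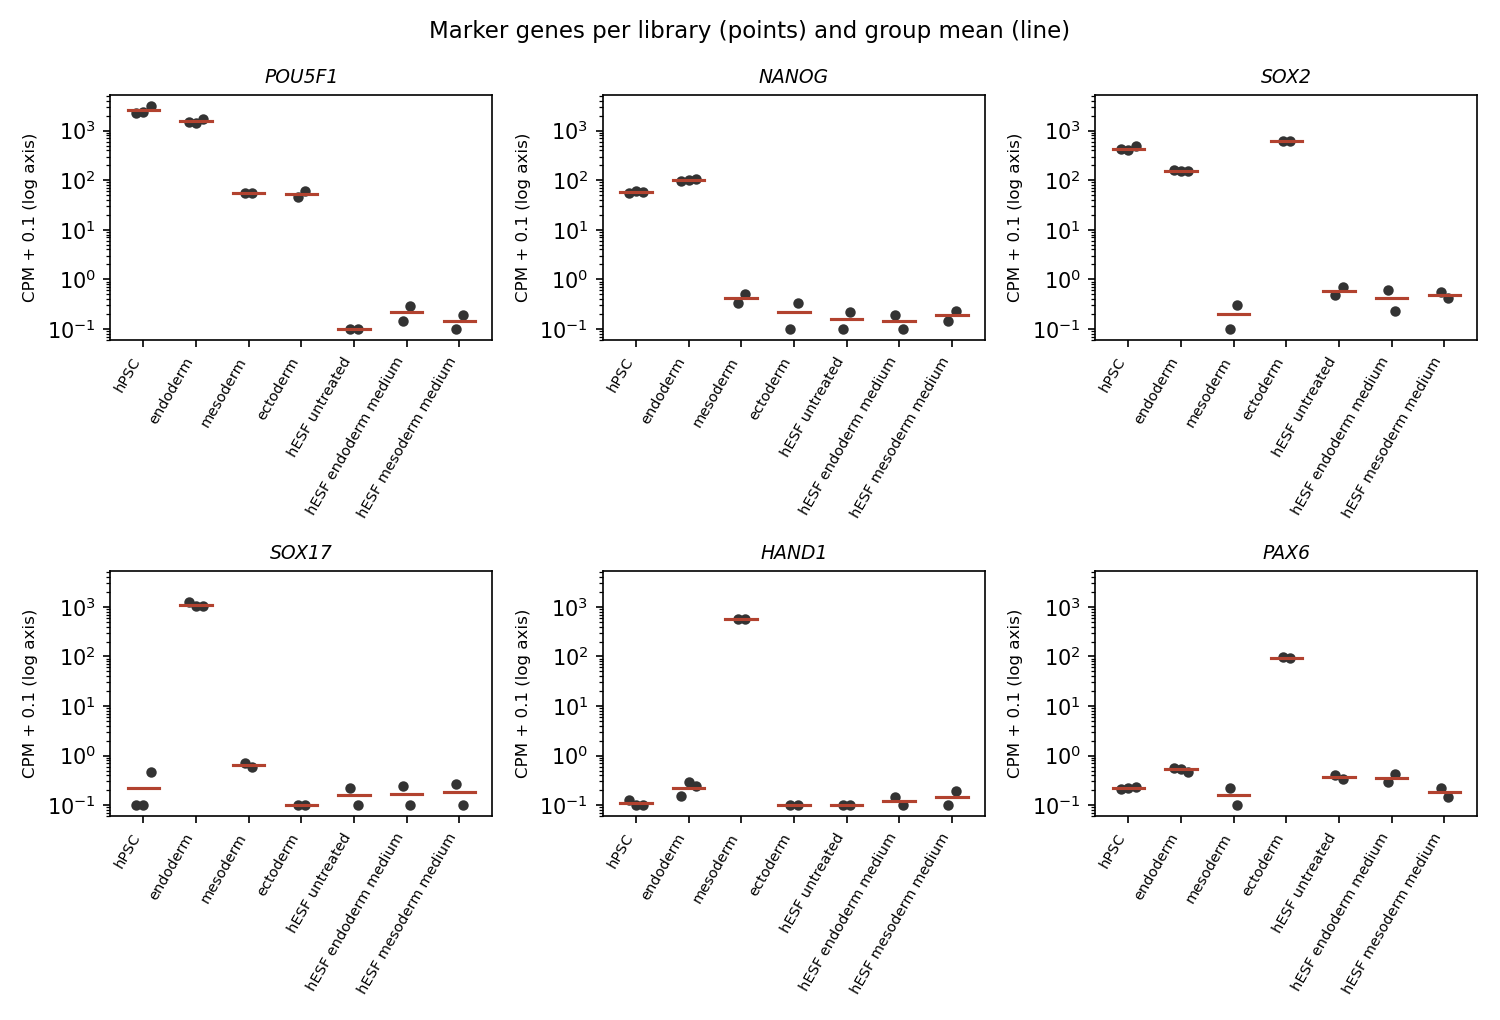
CPM plus 0.1 on a log axis for 6 marker genes in each library (points) of the 7 groups, with the group mean as a line. SOX17 stood at 1115 CPM in endoderm, HAND1 at 572 in mesoderm and PAX6 at 94.8 in ectoderm.

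The series concerns the expression of transposable elements, which the transcript identifiers do not mark. A fixed list of 13 genes linked to them was tested instead, which does not measure the transposable elements themselves. The list was not balanced for level in hPSC, and genes expressed in undifferentiated cells can be expected to fall. Its falls therefore do not show a fall of transposable elements. In endoderm 5 of these genes were higher and 5 lower than in hPSC, and library size alone gave 4 and 5. In mesoderm 4 were higher and 9 lower, and in ectoderm 1 was higher and 10 lower. Adjusted over the list alone, 10, 13 and 11 were called. ESRG stood at 1577 ± 53.9 CPM in hPSC, 404 ± 70.2 in endoderm, 2.47 ± 0.976 in mesoderm and 106 ± 5.00 in ectoderm. Its log2 changes were -1.96, -9.29 and -3.90 (edgeR adjusted p 4.02e-07, 1.05e-10 and 1.94e-08). ERVH48-1 rose in mesoderm from 13.6 ± 1.78 to 80.9 ± 7.89 CPM (log2 change 2.57, adjusted p 7.93e-09). ERV3-1 rose from 7.58 ± 0.929 CPM to 25.2 ± 0.770 in mesoderm and 27.8 ± 4.60 in ectoderm (log2 changes 1.74 and 1.87, adjusted p 2.67e-06 and 2.86e-06). In hESF cells 3 of the 13 genes passed the filter and 0 were called in either medium, with 0 in the endoderm medium and 1 in the mesoderm medium at an unadjusted p under 0.05. A fit of only the mesoderm medium and untreated libraries called 1 of 3 genes lower.

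**Figure D3:**
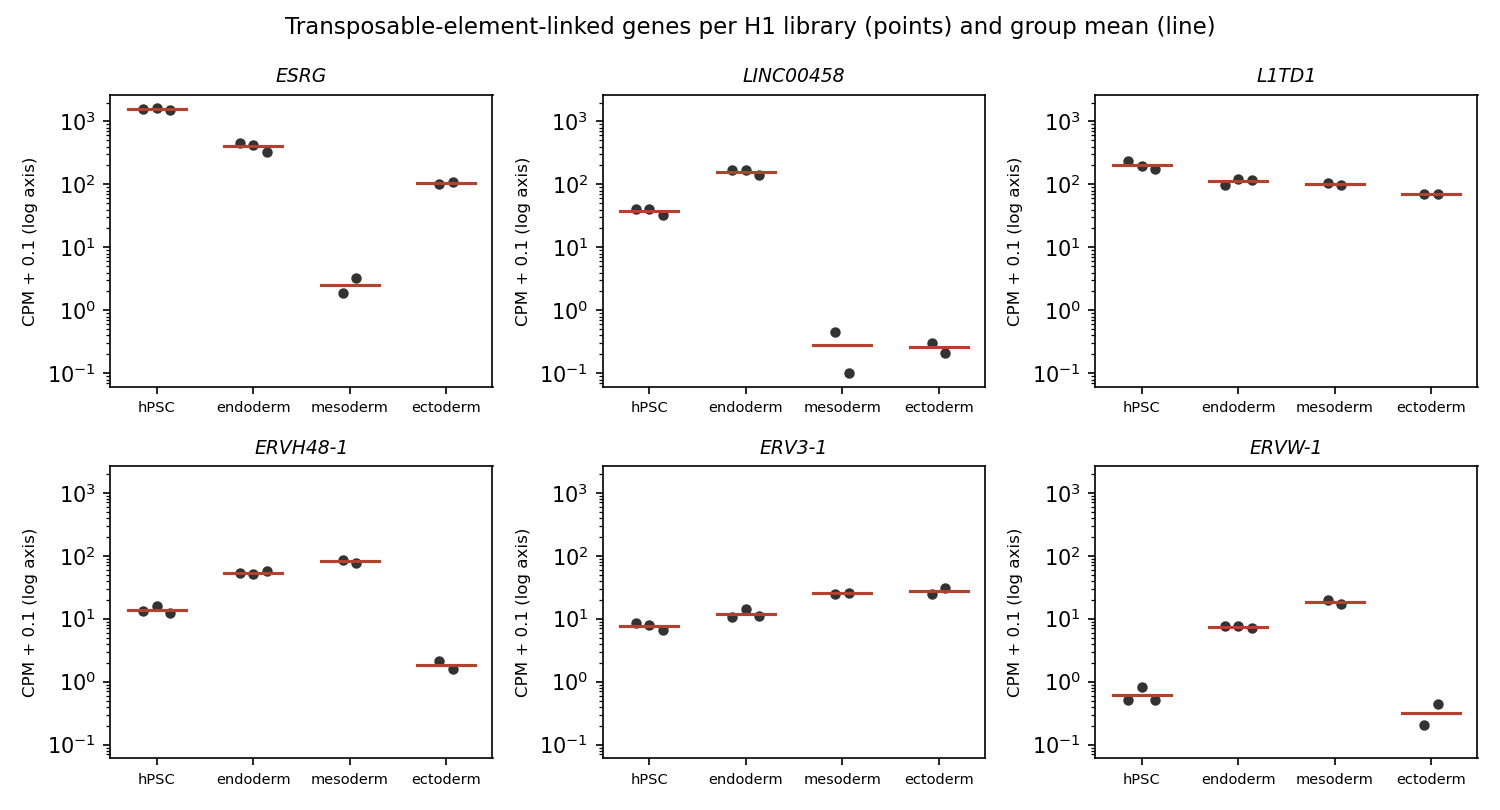
CPM plus 0.1 on a log axis for 6 of the 13 genes linked to transposable elements in each H1 library (points) of the 4 groups, with the group mean as a line. ESRG fell from 1577 CPM in hPSC to 2.47 in mesoderm, and ERVH48-1 was higher in mesoderm (80.9) than in hPSC (13.6).

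The hESF comparisons asked, per the labels, whether the inducing media alone change expression in a cell that is not pluripotent. Untreated hESF cells were grown in 10% serum and another basal medium, and both inducing media held 0.5% serum, so each comparison covers serum, basal medium and factors together. In the endoderm medium 5 transcripts were higher and 1 lower than in untreated cells, of 49284 tested, with 4611 at an unadjusted p under 0.05. DESeq2 raised this count of 6 most, to 2238, and RLE factors gave 4 higher and 0 lower. On gene sums 830 genes were higher and 903 lower, of 15132 tested. With library size alone the gene split was 1153 higher and 643 lower, at a median log2 change of 0.11. In the mesoderm medium 301 transcripts were higher and 603 lower. On gene sums 2015 genes were higher and 2308 lower. This split depended on the scaling as well: library size alone gave 1016 higher and 408 lower transcripts and 6018 higher and 1134 lower genes, at a median log2 change of 0.43 over all genes.

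In the endoderm medium PTX3 (hEDT_00068806) was at 245 ± 0.856 CPM against 6.51 ± 0.641 in untreated cells, a log2 change of 5.23 (edgeR adjusted p 0.00886, n = 2 each). NTN4 (hEDT_00021400) was at 130 ± 2.41 against 12.2 ± 0.409 CPM (log2 change 3.42, adjusted p 0.0122). ADAM19 (hEDT_00075373) was the 1 lower transcript, at 130 ± 5.68 against 509 ± 17.4 CPM (log2 change -1.97, adjusted p 0.0443). The other 3 higher transcripts, named after their values were seen, were of CEMIP (420 ± 78.2 against 1.75 ± 0.376 CPM), EGR1 (316 ± 29.1 against 6.66 ± 1.19 CPM) and UGCG (135 ± 8.26 against 29.4 ± 1.39 CPM). The calls of PTX3, NTN4 and ADAM19 were lost with the replicate number as a block and in fits of only these groups, and that of ADAM19 also with RLE factors. Over the edgeR alternatives the adjusted p-values ranged from 0.00523 to 0.231 for PTX3, 0.0104 to 0.231 for NTN4 and 0.0425 to 0.394 for ADAM19. On gene sums the adjusted p-values were 8.34e-08, 9.31e-07 and 2.1e-05. In the mesoderm medium PTX3 was at 244 ± 3.93 CPM (log2 change 5.23) and HMGA1 (hEDT_00077899) at 80.02 ± 4.84 against 0.753 ± 0.113 CPM (log2 change 6.72). FBLN5 (hEDT_00026847) was at 143.5 ± 3.76 against 1405 ± 29.7 CPM and COL3A1 (hEDT_00052392) at 452.5 ± 12.0 against 5047 ± 105 CPM. Their log2 changes were -3.29 and -3.48, and all 4 had an edgeR adjusted p of 0.00318. HMGA1 has near-identical copies in the genome.

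Of the 9 tested fibroblast-list genes, 2 were higher and 4 lower in the endoderm medium, and 9 were called when adjusted over the list alone. In the mesoderm medium 2 were higher and 7 lower, and 9 were called over the list alone. COL1A1 stood at 76900 ± 6211 CPM in untreated cells, 55520 ± 22.8 in the endoderm medium and 6250 ± 88.9 in the mesoderm medium. Its log2 changes were -0.47 and -3.62 (edgeR adjusted p 0.00761 and 5.67e-08). The first call was lost in a fit of only these groups, and its adjusted p-values ranged from 0.000554 to 0.0616 over the alternatives. DCN rose in the endoderm medium from 78.1 ± 15.5 to 289 ± 31.5 CPM (log2 change 1.89, adjusted p 0.000121). S100A4 rose in the mesoderm medium from 47.0 ± 6.92 to 128 ± 1.75 CPM (log2 change 1.45, adjusted p 9.24e-05).

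Sets of transcripts changed at least 2-fold in H1 cells were tested in hESF cells under the same medium, in 4 tests. The 1581 transcripts higher in H1 endoderm had a camera p of 0.781 in hESF cells in the endoderm medium, and the 1012 lower ones 0.486. The 4681 transcripts higher in H1 mesoderm had a p of 0.361 in the mesoderm medium, and the 6113 lower ones 0.359. The BH-adjusted values were 0.781, 0.648, 0.648 and 0.648. With an estimated correlation or fry none was called either. The set of the 200 smallest p-values moved these results most: those higher in H1 mesoderm were lower in hESF cells in the mesoderm medium (camera p 0.000121, BH 0.000484).

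The difference between the H1 effect and the hESF effect was tested on the joined counts. For the endoderm medium 2544 of 66016 transcripts differed, and for the mesoderm medium 8173 of 60816 (edgeR interaction, adjusted p under 0.05). On gene sums these counts were 5022 of 18410 and 9640 of 17720. Across transcripts the log2 changes in H1 and hESF cells correlated at -0.013 and -0.022, and across genes at 0.002 and -0.061, where features are not independent replicates. The cell line, the table and the baseline medium formed 1 factor in this test.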

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

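The tests of gene sums in the interaction were chosen after the transcript result was seen, as were the WNT-target and BMP-target lists, and their predictions were written before their values were seen. The choices of comparison, test and threshold were made before the data were examined.

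The effect of the endoderm medium differed between H1 and hESF cells in 2544 of 66016 transcripts, by an interaction test of cell line and medium (edgeR, adjusted p under 0.05). Among differing transcripts with a fitted effect in both cell lines, 55.3% had the larger effect in H1 cells, and 71.3% among differing genes. Uncertain assignment of reads to isoforms would have left no difference at gene level, but 5022 genes of 18410 differed. A complete lack of response of the hESF cells is excluded by the 1733 genes that changed in them in this medium. In addition, 4 of 6 tested WNT-target genes were called higher in hESF cells in the endoderm medium (4 over the list alone), at a median log2 change of 1.70. As a set they had a camera p of 4.48e-05 (BH 0.000155 over 45 list tests, 0.0622 with an estimated correlation). With the replicate block, or in a fit of only these hESF groups, 3 of the 6 were called higher. In H1 endoderm 9 of 11 genes of this list were higher than in hPSC and 2 lower (camera p 0.000157, BH 0.000456, and 0.0287 with an estimated correlation). The difference in serum and basal medium between treated and untreated hESF cells cannot be told apart from the factors, since 0 libraries hold the basal medium without them. Replicate numbers as a block gave 1165 transcripts. A biological difference between a pluripotent and a fibroblast line may account for the result as well, and was not tested apart from the table and the baseline medium.

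The effect of the mesoderm medium differed between the cell lines in 8173 of 60816 transcripts by the same test, and 77.8% of those with both effects had the larger effect in H1 cells. Replicate numbers as a block lowered this transcript count by a larger factor than that of the endoderm medium, to the value given in the next section. At gene level 9640 of 17720 genes differed (75.8% with the larger effect in H1 cells), which argues against isoform assignment as the whole cause. The 4323 genes that changed in hESF cells in this medium exclude a lack of response. Of 9 BMP-target genes, 8 were called higher in H1 mesoderm than in hPSC, and 8 over the list alone (camera p 2.52e-05, BH 0.000103, and 0.0287 with an estimated correlation). Higher calls were not limited to mesoderm: 5 were higher and 2 lower in H1 endoderm, and 6 higher and 2 lower in ectoderm. The set was not called in those groups (camera BH 0.0518 and 0.191). In hESF cells in the mesoderm medium 2 were higher and 5 lower (3 and 5 over the list alone, camera p 0.0753, BH 0.113), and library size alone gave 3 and 3. The difference between the cell lines was not tested for this list. The libraries in the basal medium without factors numbered 0 here too, so serum and basal medium cannot be told apart from the factors. The H1 comparison also sets libraries of 8.94 and 10.5 M (1000000 counts) against hPSC libraries of 35.3 to 42.2 M, so that depth or a batch may contribute. The difference between the cell lines remains open as a biological explanation and was not tested on its own.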

How the results depend on the processing

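Thinning, crossed blocks, the block in fits of only the groups compared, and gene sums with a block or for interactions, sets and specific transcripts were chosen after the data had been seen. The other alternatives were named before the data were examined.

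Of the results that answer a comparison, all those tried under RLE factors (19 of 19), a mean of at least 10 counts (11 of 11), upper-quartile factors (5 of 5), thinning (3 of 3) and a 2-fold change as well (5 of 5) kept a count within 1.5 times, or their direction and side of the threshold. Among 49 single features with 489 values under alternatives, 475 kept their direction and call, 8 were weaker, 1 was stronger, 5 moved by more than the spread between replicates and 0 reversed.

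DESeq2 called 13043 transcripts in endoderm, 20221 in ectoderm, 2238 in the hESF endoderm medium and 4191 in the hESF mesoderm medium. On simulated data with 200 changed features, most of its calls at transcript level were false. The false calls there numbered 253 to 499 per comparison, so that share does not carry over to the larger counts given here. An adjusted p under 0.01 gave 2967, 10716, 6385, 1 and 178 transcripts in endoderm, mesoderm, ectoderm and the hESF endoderm and mesoderm media, by construction. Gene sums, with fewer features tested, gave 10244 calls in endoderm, 12873 in mesoderm, 1733 in the hESF endoderm medium and 4323 in the hESF mesoderm medium. Fits of only the groups compared gave 10221 in endoderm and 0 in the hESF endoderm medium, where 3712 had an unadjusted p under 0.05. Across the fits that each left out one library, endoderm calls ranged from 3674 (without hPSC replicate 2) to 5124 (without hPSC replicate 3). Each of these fits has fewer samples. Leaving out a library of mesoderm, ectoderm or hESF leaves 1 library in a group and gave no count.

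In endoderm against hPSC, where the replicate 3 libraries shared a deviation, gene sums with the block gave 12059 calls. A fit of only these groups gave 11859. Elsewhere the groups share only a number. The block gave 0 transcripts in the hESF endoderm medium (3458 at an unadjusted p under 0.05) and 112 in the mesoderm medium, and 1433 and 3876 genes. It gave 1165 and 1736 transcripts for the differences between H1 and hESF effects of the endoderm and mesoderm media. Deviations of hESF genes correlated at -0.191 and -0.113 between the untreated cells and the endoderm and mesoderm media, so the untreated numbers were also crossed. That gave 0 (3654 unadjusted) and 242 transcripts, and 1963 and 4593 genes. Differences between cell lines numbered 5022 genes for the endoderm medium. The cause of these changes was not tested.

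In the hESF endoderm medium, no filter gave 20 transcripts, and limma gave 97 on log2(TPM + 1), 86 on log2(TPM + 0.1) and 3 without a filter. In the hESF mesoderm medium, library size alone and limma on log2(TPM + 1) each gave 1424, and limma without a filter 553. The cause was not tested. Among specific transcripts, hPSC had 717 at a 2-fold change in all 3 contrasts and 1819 as genes. Ectoderm had 1616 with library size alone and 2076 as genes, again with the cause not tested.

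Set tests changed direction where they called nothing. Transcripts higher in H1 endoderm had p 0.939 with fry, and on gene sums 0.983 with camera, 0.608 with fry and 0.981 with an estimated correlation, all turned to higher. The 200 smallest p-values turned the sets lower in H1 endoderm (0.516) and lower in H1 mesoderm (0.163) to lower. For higher in H1 mesoderm, the 200 smallest gave 0.000121 and fry on gene sums 0.0171 (BH 0.0684). The cause was not tested.

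At 5 TPM in every library, 12363 transcripts were detected in hPSC, 11536 in endoderm, 11819 in mesoderm and 11332 in ectoderm, by construction, and at 0.1 TPM 34009 in ectoderm.

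Scaling moved the median log2 change of all transcripts by 0.33 in ectoderm with library size alone, 0.20 with DESeq2, 0.14 with upper-quartile factors and 0.11 after thinning. In mesoderm the shifts were 0.18 with library size alone, 0.20 with DESeq2 and 0.14 after thinning. In hESF cells library size alone moved it by 0.11 in the endoderm medium and 0.42 in the mesoderm medium. On simulated data with the depth and spread of these libraries, the edgeR fit recovered a 4-fold change in 0% of changed transcripts in hESF cells and at most 11% in H1 cells. The parts of depth and spread in this were not separated.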

Other observations

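The test of undifferentiated cells in the endoderm cultures was chosen after the NANOG and POU5F1 levels were seen, that of the shared untreated libraries was chosen after the correlation under both media was seen, and the amnion-like, trophoblast-like, lateral mesoderm, vascular and proliferation lists and the thinning were chosen after the data had been seen.

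The endoderm calls were set against other splits of the 6 hPSC and endoderm libraries. Of the 10 splits, only 1, the real one, gave as many called transcripts (10221), and only 1 as many called genes (9673). The 9 others gave 0 calls at both levels, with 466 to 2304 transcripts and 13 to 1168 genes at an unadjusted p under 0.05, against 18602 and 10604 in the real split. The 3 others that part all pairs of replicate numbers gave at most 590 transcripts and 41 genes at that p, and those that part 1 pair gave up to 2304 and 1168. With 10 splits the share cannot fall below 0.1, so this count could not have excluded chance.

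In the hESF endoderm medium 6 transcripts but 1733 genes were called. A candidate explanation is uncertain assignment of reads to isoforms. The biological coefficient of variation of transcripts of genes with several kept transcripts was 3.05 times that of single-transcript genes of like abundance (median over 10 classes of abundance, range 1.80 to 3.90). The heavier correction at transcript level is not enough: with p-values adjusted over the most abundant transcript of each gene alone, 116 of 14809 were called. A refit on those transcripts called 547.

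More transcripts were lower than higher in mesoderm and ectoderm. Thinning the hPSC and endoderm libraries to 8.96 M (1000000 counts) left 60.0% of calls lower in mesoderm and 65.7% in ectoderm. The shares before were 63.9% and 70.2%, so fewer counts alone do not account for the surplus of lower calls. Thinning acted on estimated counts, so an effect of depth on the assignment of reads to isoforms was not tested and stays open. Scaling stays open for ectoderm, where library size alone gave 49.6%. On gene sums the shares were 50.6% and 51.0%.

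Replicate 3 of hPSC and of endoderm deviated from their groups together, at a correlation across genes of 0.792, where genes are not independent replicates. A library bias with GC content or with transcript length is argued against as the whole source, since the correlation was 0.796 after the trend with GC content and 0.785 after that with length was removed. Deviations followed GC content in hPSC (Spearman 0.209) and not in endoderm (0.01), and followed length in both (-0.157 and -0.151), so length may contribute a part. A shared culture or preparation of the replicate 3 libraries remains open, and no biological explanation was tested.

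NANOG stayed at 174% of its hPSC level in endoderm (157% to 194% over pairs of libraries) and POU5F1 at 59.7% (45.4% to 73.9%). Undifferentiated cells left in the cultures, if at the hPSC level, do not account for NANOG, since no share of them gives a level above it. The level of such cells in the endoderm medium was not measured, so the arguments for NANOG and POU5F1 both rest on that assumption. As the whole source of POU5F1 such cells are argued against, since they would hold each other pluripotency gene at no less than the percentage of POU5F1. The median of the 8 others was 47.7%. UTF1 (5.22%, at most 11.6% over pairs) and SOX2 (35.7%, at most 39.4%) lay below the range of POU5F1. DNMT3B (at most 45.5%), DPPA4 (at most 48.2%) and ZFP42 (at most 58.7%) overlapped that range but stayed below the 59.7% of POU5F1. LIN28A (80.8%), PRDM14 (78.9%) and TDGF1 (106%) stood above the range, which such cells would allow. A part from such cells stays open for POU5F1. Expression in the endoderm cells themselves may be the source of NANOG, as a hypothesis, and reads from copies of NANOG and POU5F1 elsewhere in the genome were not excluded.

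Transcripts with no gene held 1.13% ± 0.0225 of counts in hPSC, 0.604% ± 0.0404 in endoderm, 0.251% ± 0.0112 in mesoderm and 0.431% ± 0.00545 in ectoderm (SD, n = 3, 3, 2 and 2). As a set of 983, they were compared with 4718 transcripts of like abundance that have a gene, in 3 camera tests. A fall of the class may have taken place in mesoderm (p 5.88e-05, BH 0.000176) and ectoderm (p 0.0306, BH 0.0459). With an estimated correlation the BH values were 0.143 and 0.345, so these calls rest on the preset correlation. Fry, which tests the set alone and not against the matched transcripts, gave BH values of 1.61e-06 and 5.19e-06. Called lower were 296 and 233 of the 983, and called higher 57 and 60. In endoderm a fall stays undecided (p 0.535, BH 0.535): 123 were called higher and 69 lower, fry called the set higher (BH 0.00018), and its median log2 change was -0.16 against -0.01 in the matched transcripts. The set test called a fall only in the groups of low depth, where a batch cannot be told apart from the group, but the share of counts was lower than in hPSC in the deep endoderm libraries too.

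Lists of cell kinds were tested in the mesoderm libraries against each of the other 3 H1 groups. Cells of an amnion-like kind may be present: all 10 genes of that list were higher than in hPSC, and all 10 over the list alone, with a largest camera p over the 3 tests of 2.51e-08 (BH 3.76e-07, and 0.017 with an estimated correlation). The most abundant were GABRP, at 1439 CPM against 3.57 in hPSC, IGFBP3, at 1143 against 6.49 and also the top-ranked transcript of this comparison, and BAMBI, at 395 against 28.9. A trophoblast-like kind may be present too: all 9 tested genes were higher, and all 9 over the list alone (largest p 2.95e-06, BH 1.48e-05, and 0.0295 with an estimated correlation). KRT7 was at 259.5 CPM against 15.8 in hPSC, and GATA2 at 103 against 0.384. Other lists hold 2 genes of each of these lists, and without them the largest p-values were 4.19e-07 and 2.21e-05. The fibroblast list (7 genes higher and 2 lower than in hPSC, 9 over the list alone, largest p 0.00198, BH 0.00469) and the mesoderm list (largest p 0.0112, BH 0.0229) were higher as well in all 3 tests, with COL1A1 at 2548 CPM against 206 in hPSC and COL3A1 at 1760 against 0.0962, so the lists do not single out 1 kind of cell. With an estimated correlation each of these held in 1 of 3 tests after BH. The same cells may express genes of several lists, and a mixture cannot be separated from that in bulk libraries.

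Vascular cells cannot be told apart from their absence: 2 of 5 tested genes were higher and 2 lower than in hPSC (4 over the list alone, largest p 0.715, BH 0.731), with TEK at 12.4 CPM against 35.2 in hPSC and CDH5 at 7.17 against 0.987. Camera called this list in 0 of 3 tests after BH and fry in 3 (largest fry BH 0.0112). Lateral mesoderm cells cannot be told apart either: 4 of 7 tested genes were called higher than in hPSC (4 over the list alone), with BMP4 at 218 CPM against 4.30 and TNNT2 at 143 against 17.0. The set was higher against hPSC (p 0.0109, BH 0.0229) and ectoderm (p 0.00197, BH 0.00469), but against endoderm, which expresses genes of this list, the p was 0.425 (BH 0.49). Other lists hold 3 of its genes, and without them the camera p was 0.063 against hPSC, 0.0192 against ectoderm and 0.246 against endoderm. After BH the full set was called in 0 of 3 tests with an estimated correlation and in 3 with fry. Of the remaining lists, camera called the pluripotency list in 3 of 3 tests after BH (2 with an estimated correlation), the endoderm list and the ectoderm list in 1 each, and the list linked to transposable elements in 0, before BH too (3 with fry).

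A change in the share of dividing cells was tested in hESF cells with 12 proliferation genes. It may contribute in the mesoderm medium, where 10 were called higher, and 10 over the list alone, at a median log2 change of 1.00 (camera p 1.51e-06, BH 9.71e-06, fry BH 0.00341, and 0.143 with an estimated correlation). In the endoderm medium no shift of the set was called (p 0.594, BH 0.636): 1 gene was lower (CCNA2, named after its values were seen) and 0 higher, with 2 at an unadjusted p under 0.05 and 0 over the list alone. With 6 of 12 above 0, such a change stays undecided there. The BMP-target list was lower in that medium (0 higher and 4 lower of 9, 1 and 4 over the list alone, camera p 0.0156, BH 0.0305, and 0.192 with an estimated correlation).

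Log2 changes under both media correlated across genes at 0.56 in hESF cells. Sharing the untreated libraries raises such a value: in 100 simulated sets of unchanged groups the median was 0.52 and the highest 0.545. It is argued against as the whole source, since with another untreated library for each medium the correlation was 0.411 or 0.354, against at most 0.045 in the simulated sets. Lower serum and another basal medium, common to both media, may be the source, as a hypothesis that these groups cannot test.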
